A study of Mus musculus with 6 samples. Its data were reported in "Targeting the Mapk13‐Tcf1‐Slc7a5 Axis via One‐Carbon Metabolic Regulation to Prevent Chronic Allograft Vasculopathy" (2026).

How the data were processed

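RNA was sequenced from mouse spleen samples, 3 labelled Ctrl and 3 labelled cko. Per the series description, CD4 T cells were separated from spleen with magnetic beads and stimulated for 72 h with plate-bound anti-CD3 at 5 µg/ml and soluble anti-CD28 at 1 µg/ml, antibodies that engage the T cell receptor and its main costimulatory receptor. The samples are described as cko without the gene that was deleted. The description also mentions an inhibitor of MAPK13, and the sample labels do not say whether any of these samples received it. The labels do not say whether the samples of a group came from separate animals or cultures, so p-values measure only the spread between these samples, which may be technical.

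The authors prepared libraries from poly-A selected RNA, amplified them as DNA nanoballs, and deposited whole-number counts per gene symbol in a single table with a column for each sample. The submitters' processing notes name StringTie 2.1.5, DESeq2 1.30.1 and the genome build mm39. The study says that reads were quality-filtered. The aligner, the annotation and the strand setting are not given in the sources used here. In every library fewer genes had the value 1 than the value 2, as happens when counts are derived from coverage, so small values need not be single fragments. Genes with near-identical copies, such as Selenbp2 and Selenbp1, Amd1 and Amd2, or Hba-a1 and Hba-a2, and genes overlapping on opposite strands are uncertain, since the counting could have split or merged their reads. No coordinates are given, because the reference used here for names is of another build than the one in the notes. Of the tested symbols, 98.2% were found among RefSeq names.

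The counts were tested as deposited with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr at its defaults (minimum count 10, minimum total 15), scaled by trimmed mean of M values (TMM), and compared between groups with the quasi-likelihood F-test, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. Standard errors are the absolute log2 fold change divided by the square root of F. Levels are TMM-scaled CPM, counts as a share of the scaled library size, given as mean ± SD. Where all libraries of a group had 0 counts, the fold is a lower bound against 3 counts over the group, which covers counting error only. Gene lists were tested with camera in limma 3.58.1, which asks whether the genes of a list moved further in one direction than other genes, with the correlation between genes preset to 0.01, for lists with 5 or more tested members. The estimated correlation, fry, and fgsea 1.28.0 with 10000 permutations were run beside it. Fry asks whether the genes of a list move on balance in one direction, without comparing them with other genes.

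The 40 gene lists, the tests and the rule for naming genes were fixed before the data were examined. List members were written from general knowledge and not taken from a database release. The rule names Slc7a5, Mapk13, Tcf7, Lef1, Klf2 and Mat2a, the 6 genes with the largest rise and the 6 with the largest fall among called genes at 5 CPM or more in the higher group without overlap between groups, the 3 with the smallest p in each direction, up to 3 members with the smallest p from each called list and from the one-carbon, transporter and stemness lists, and the 2 most abundant members of each cell type list. One gene that this rule names is not reported here. All other genes in the text were chosen after their values were seen. Lists of hypoxia-inducible genes, plasma cell genes and mitochondrially encoded genes were added later. The first 2 of these were written when part of their values had already been seen.

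The steps were tested on counts simulated from the real means and library sizes for cko against Ctrl, over 15270 genes. Changed genes and list members were drawn from genes with a mean of 1 CPM or more, so the recovery does not cover lower genes. Of 50 genes changed at each size, 6% were recovered at 1.2-fold, 76% at 1.5-fold, 88% at 2-fold and 100% at 4-fold. There were 10 false calls among 15070 unchanged genes. All 5 shifted lists and 0 of 20 unshifted lists were called. Genes were drawn independently, so this does not test the list step against correlation between genes. Alternatives were other scalings (RLE and upper-quartile), DESeq2 1.42.0, limma-voom, other filters on low counts, the replicate number as a block, leaving out each sample, and other list tests. A scaling to the T cell markers was added after the data were seen.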

Results

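Gene expression was measured by RNA-seq in stimulated mouse spleen CD4 T cells, in 3 libraries labelled Ctrl and 3 labelled cko, to ask what the conditional knockout changes. The table held 21909 genes, of which 15270 were tested. Library totals were 25281881, 29649357 and 33732644 counts in Ctrl replicates 1, 2 and 3 and 34214514, 33989658 and 35762064 counts in cko replicates 1, 2 and 3. The first principal component carried 89.4% of the variance. Libraries of one group differed by more than the sampling noise of single fragments in all 6 pairs. The mean chi-square per gene was 3.30 between Ctrl replicates 1 and 2, the closest pair, and 38.3 between Ctrl replicates 2 and 3. Counts here need not be single fragments, so the size of this excess is uncertain. No library looked like a copy of another, and each was counted as labelled.

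Neither gene that the study deleted was lost from the libraries labelled cko. Slc7a5, which carries large neutral amino acids including methionine into the cell, was at 294 ± 22.4 CPM in Ctrl and 260 ± 12.04 CPM in cko (SD, n = 3 each). The 6 libraries read 273, 292 and 318 CPM in Ctrl and 248, 258 and 272 CPM in cko. Its log2 fold change was -0.18 (SE 0.07, edgeR adjusted p = 0.0404), a call lost under RLE scaling, DESeq2, no filter on low counts, and without Ctrl replicate 2 or 3 or cko replicate 1 or 2. Mapk13, a p38 kinase, was near the detection limit in both groups, with 0.42, 0.79 and 0.37 CPM in Ctrl and 0.39, 0.61 and 0.66 CPM in cko, and a difference of 0.09 (SE 0.38, adjusted p = 0.833) that turned negative without Ctrl replicate 1 or 3 or cko replicate 3. Slc3a2, the heavy chain that pairs with Slc7a5, fell by 0.34 on the log2 scale (SE 0.06, adjusted p = 0.000661). These values do not show which gene the label cko refers to, and loss of an exon may be missed in a count over the whole gene. Every direction given here is therefore of libraries labelled cko against libraries labelled Ctrl.

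**Figure D1:**
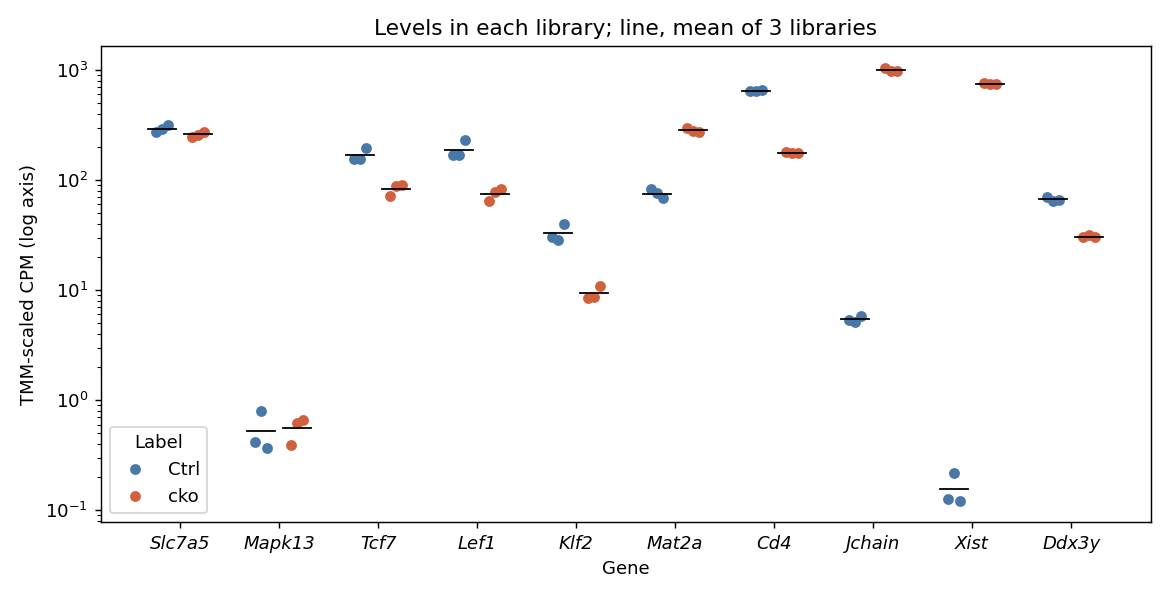
TMM-scaled CPM on a log axis of 10 genes in each of the 6 libraries, with points for libraries, colours for labels and lines for the mean of 3. Slc7a5 and Mapk13 lay at similar levels in both groups, while Xist was at 0.15 CPM in Ctrl and 752 CPM in cko.

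The groups differed in most of the transcriptome. Between them 5831 genes were higher and 5837 lower in cko, 76.4% of those tested, and 2669 and 2879 of these differed by 2-fold or more. Without regard to the test, 12045 genes (78.9%) had no overlap between the 3 Ctrl and the 3 cko libraries, where chance gives 10%. The largest rises were of Xist, the RNA that silences an X chromosome in female cells, at 12.22 on the log2 scale (SE 0.12), Dgkk (at least 453-fold higher), Gpm6a (at least 190-fold higher), Apol7c (8.23, SE 0.35), the chemokine receptor gene Ccr10 (7.71, SE 0.36) and Jchain, the joining chain of secreted antibodies (7.54, SE 0.08). In Ctrl, Apol7c had 3 counts in replicate 2 alone and Ccr10 had 3 in replicate 3 alone, so the size of their rises is uncertain. Without single samples they ranged from 7.59 to 11.6 and from 7.19 to 11.1. The largest falls were of Selenbp2 (at least 295-fold lower, though reads could be shared with Selenbp1), Tgfb3 (-8.34, SE 0.16), Gipr (-7.92, SE 0.09), Itga7 (-7.61, SE 0.09), Fam71f2 (-6.83, SE 0.08) and Smtnl2 (-6.69, SE 0.12). The smallest p-values in each direction went to Xist, Jchain and Rrm2 among genes that rose and to Ppp1r3b, Fam71f2 and Gipr among those that fell. Fold changes are relative to the bulk of genes. When the median pan T cell marker was set to 0 instead, a scaling chosen after the data were seen, all genes shifted by 1.42, the calls became 12367 higher and 1247 lower, and Slc7a5 turned to 1.24.

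Cell type and sex markers differed between the groups as well. The fixed list held 16 pan T cell markers, of which 13 were found among the gene symbols and tested. All 13 fell (13 adjusted over the list alone), with a median of -1.42 (camera adjusted p = 6.66e-06, adjusted p = 0.0785 with an estimated correlation). Cd4 went from 649 ± 9.12 to 177 ± 3.44 CPM, Zap70 fell by 1.83, Cd247 by 1.70 and Lck by 1.42. Of 19 fixed genes of B cells and plasma cells 16 were found and tested. Among these 13 rose and 2 fell (13 and 2 adjusted over the list alone), with a median of 0.76 (camera adjusted p = 0.00210, adjusted p = 0.187 with an estimated correlation). Jchain rose from 5.42 to 1011 CPM, Cd74 from 517 to 2484 CPM, H2-Ab1 from 302 to 760 CPM and Ms4a1 by 2.01. Ebf1 (-0.75) and Spib (-0.24) fell, and Cd22 was at 0.10 without a call, though called without Ctrl replicate 3 (0.21). Of 12 fixed dendritic cell genes 10 were found and 7 tested. Xcr1, Clec9a and Clec10a were too low to test, at 0.54 CPM or less in every library. All 7 tested genes rose (7 adjusted over the list alone), with a median of 1.98 (camera adjusted p = 0.00613, adjusted p = 0.187 with an estimated correlation). Among them were Ccl22 (3.34), Flt3 (2.71), Fscn1 (1.98) and Bst2 (0.42), the last not called without cko replicate 1 (0.29) or cko replicate 2 (0.46). Xist was at 743 to 765 CPM in the cko libraries and at 0.12 to 0.22 CPM in the Ctrl libraries, while the Y-linked genes Ddx3y (-1.12), Eif2s3y (-1.42), Kdm5d (-1.60) and Uty (-1.92) fell but were still present.

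The cells labelled cko had higher levels of cell cycle and ribosome-making genes. All 30 S phase genes rose (30 adjusted over the list alone; median 2.17, camera adjusted p = 3.26e-13), and this was the only list called with an estimated correlation (adjusted p = 0.0330 with an estimated correlation). Rrm2, a subunit of the enzyme that makes deoxynucleotides, went from 34.2 ± 0.66 to 498 ± 8.66 CPM, Rrm1 rose by 2.33 and the replication helicase gene Mcm5 by 2.34. Of 30 genes of G2 and M phase 29 rose and Cenpa was at 0.21 without a call, though called without Ctrl replicate 2 (0.29) or cko replicate 3 (0.27) (30 rose adjusted over the list alone; median 1.49, camera adjusted p = 1.93e-11, adjusted p = 0.268 with an estimated correlation), with Kif20a at 2.74, Ccna2 at 2.30 and Ccnb1 at 1.93. Of 30 ribosome biogenesis genes 29 rose, and Npm1 was at -0.04 without a call (29 adjusted over the list alone; median 1.52, camera adjusted p = 2.37e-11, adjusted p = 0.0785 with an estimated correlation). Utp20 rose by 2.64, Nop56 by 2.36 and Polr1b by 1.89. These genes moved in the same libraries in which the pan T cell markers were lower and the B lineage markers higher.

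Genes of T cell stemness were mostly lower. The study ties Tcf7, which encodes the transcription factor Tcf1, to stem-like CD4 T cells, and it went from 169 ± 23.4 to 83.7 ± 9.98 CPM (log2 fold change -1.02, SE 0.12, adjusted p = 6.32e-05). Lef1 fell by 1.33 (SE 0.14) and Klf2 by 1.82 (SE 0.15). Of the 21 tested genes 16 fell, and Slamf6 (3.01), Myb (1.24) and Cxcr5 (0.41) rose (16 and 3 adjusted over the list alone), while Id3 (-0.06) and Il6st were not called. The median was -1.33 (camera adjusted p = 0.00210, adjusted p = 0.464 with an estimated correlation). The deepest falls among the genes named by rule were of Txk (-4.27) and Il7r (-2.85). Slamf6 encodes Ly108, a surface marker of stem-like T cells, so not all members moved as the name of the list says. The pan T cell markers fell by a similar median in the same libraries, in which B lineage markers rose. Relative to the pan T cell markers Tcf7 was at 0.40, Lef1 at 0.09 and Klf2 at -0.40.

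Glycolysis genes fell. Of 22 genes 21 were lower and Slc16a1, a lactate transporter, was higher at 0.49 (21 and 1 adjusted over the list alone; median -1.26, camera adjusted p = 1.73e-08, adjusted p = 0.163 with an estimated correlation). The glucose transporter Slc2a3 went from 1379 ± 20.3 to 40.4 ± 0.83 CPM, Aldoc fell by 4.73 and Pdk1 by 3.04. The median of the list was close to that of the pan T cell markers and stood at 0.16 when these were set to 0, but 8 of the 22 fell further than any of these markers.

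**Figure D2:**
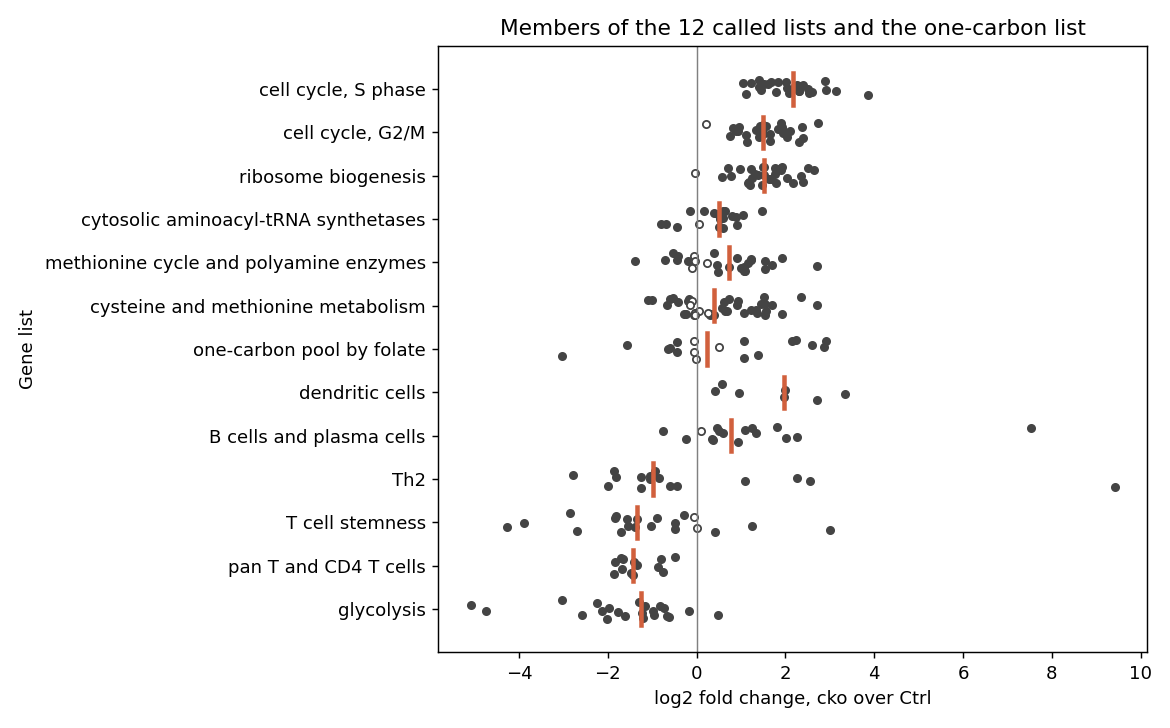
Log2 fold change of cko over Ctrl for each tested member of the 12 called lists and the one-carbon list, with filled points for adjusted p under 0.05, open points for the rest and bars for list medians. S phase genes all lie to the right of 0 and pan T cell markers all to the left, and Il9, the rightmost Th2 point, had no count in Ctrl, so its position depends on the fit.

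Amino acid metabolism was the process the study examined in knockout cells. In the list of the one-carbon pool by folate, which passes single carbon units to nucleotide and methionine synthesis, 8 of 18 tested genes rose and 6 fell (8 and 6 adjusted over the list alone). Its median was 0.24 and the list was not called (camera adjusted p = 0.300). Fry (adjusted p = 3.24e-06) and fgsea (adjusted p = 0.00223) did call it higher. Tyms (2.92), Shmt1 (2.86) and Gart (2.24), all used in nucleotide synthesis, rose, and Aldh1l1 (-3.04) showed the deepest fall. Tyms is also a member of the S phase list. Mthfd2 (-0.02), Mtfmt (-0.06), Aldh1l2 (-0.06) and Mthfd2l (0.50) were not called. The study reports this pathway as lower in its Slc7a5 knockout cells, while no test here called the list lower. The study may have chosen this list on these same libraries, so its count is not independent evidence of a direction.

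Lists of methionine use rose. Of 27 genes of the methionine cycle and polyamine synthesis 17 rose and 6 fell (17 and 6 adjusted over the list alone; median 0.74, camera adjusted p = 0.0150, adjusted p = 0.458 with an estimated correlation). Mat2a, which makes S-adenosylmethionine from methionine, went from 75.3 ± 6.91 to 285 ± 11.5 CPM (1.92, SE 0.08, adjusted p = 1.01e-07), Srm rose by 2.71, Mtap by 1.70 and Cth by 1.54. In cysteine and methionine metabolism, which shares these genes, 23 of 41 rose and 10 fell (23 and 10 adjusted over the list alone; median 0.40, camera adjusted p = 0.0291, adjusted p = 0.458 with an estimated correlation). Of 20 cytosolic tRNA synthetases 15 rose, Sars (-0.80), Dars (-0.68), Cars (-0.44) and Qars (-0.14) fell and Iars was at 0.05 without a call (15 and 4 adjusted over the list alone; median 0.51, camera adjusted p = 0.0140, adjusted p = 0.460 with an estimated correlation), with Hars at 1.48, Lars at 1.05 and Tars at 0.88. The call of Qars was lost without Ctrl replicate 2 (-0.14) or cko replicate 1 (-0.14), 2 (-0.13) or 3 (-0.15). These lists rose in the same libraries in which the pan T cell markers were lower and the B lineage and dendritic cell markers higher. Of the 10 transporters the study names, Slc7a3 (1.86), Slc16a10 (0.71), Slc1a4 (0.67), Slc38a1 (0.61) and Slc6a9 (0.46) rose and Slc7a5, Slc38a2 (-0.55), Slc3a1 (-1.10), Slc43a2 (-1.79) and Slc6a19 (-3.37) fell (5 and 5 adjusted over the list alone). The call of Slc3a1 was lost with DESeq2, with the replicate block and without Ctrl replicate 1 (-0.88), cko replicate 1 (-0.88) or cko replicate 3 (-1.02). That list had a median of 0.14 and a mean of -0.27 and was not called (camera adjusted p = 0.858). The study took most of these transporters from an RNA-seq of inhibitor-treated cells and Slc38a1, Slc38a2 and Slc43a2 from earlier work. In that RNA-seq it reports Slc7a5, Slc7a3, Slc6a9, Slc1a4 and a gene printed as Slc6a10 as lower, and Slc3a1 and Slc6a19 as higher. Here Slc7a5 moved the same way, and Slc7a3, Slc6a9, Slc1a4, Slc3a1 and Slc6a19 moved the other way. That comparison was inhibitor against DMSO, not cko against Ctrl. With mixed directions in the list, a test of a shared direction could hardly call it.

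Of the helper T cell lists, Th2 was called lower. Of 17 tested genes 13 fell (13 and 4 adjusted over the list alone; median -0.97, camera adjusted p = 0.0291, adjusted p = 0.458 with an estimated correlation), with Il24 at -2.77, the cytokine gene Il4 at -1.99 and Nfil3 at -1.86. Il1rl1 (2.27), Il6 (2.54) and Il10 (1.10) rose, and Il9 rose from no count in any Ctrl library to 2.64 CPM in cko. The pan T cell markers fell further in the same libraries, and with these set to 0 the median of the Th2 list turned to 0.45. Fgsea did not call the list (adjusted p = 0.133). Not called were Th1 (11 rose and 9 fell of 20, camera adjusted p = 0.744), Th17 (4 and 6 of 12, adjusted p = 0.300), Treg (7 and 8 of 16, adjusted p = 0.727), Tfh (5 and 8 of 14, adjusted p = 0.480), T cell activation (8 and 14 of 25, adjusted p = 0.216), co-inhibitory receptors (6 and 6 of 15, adjusted p = 0.864) and cytotoxic molecules (3 and 11 of 17, adjusted p = 0.139). The counts of these lists did not change when adjusted over the list alone. Th17 had a median of -0.58, a mean of 0.32 and a test pointing down, and co-inhibitory receptors a median of 0.24, a mean of -0.24 and a test pointing down.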

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

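The scaling to the T cell markers, and RLE and upper-quartile scaling of the list results, were chosen after the data were seen. The cause of the changes below was not tested unless stated. The alternatives chosen before the data were examined kept the counts of higher and lower genes within 1.5 times of those reported, at 5132 to 6073 higher and 5117 to 6080 lower, and without single samples at 5521 to 5979 and 5499 to 5847. With the T cell markers set to 0 they became 12367 and 1247, and 9943 and 733 at 2-fold or more, because this moves every gene by one amount. Slc7a5 lost its call under RLE (-0.18), DESeq2 (-0.17) and no filter on low counts (-0.17), ranged from -0.23 to -0.11 without single samples, with adjusted p from 0.020 to 0.137, and turned to 1.24 under the T cell marker scaling. Mapk13 ranged from -0.13 to 0.52 without single samples and reached a call at 1.505 under that scaling. It had no value with a mean of 1 CPM or more, nor did Cxcr2 and Slc3a1. The correlations of deviations from the group means were 0.12, -0.05 and 0.21 for samples of the same number. Of the 6 samples 3 correlated best with their own number. With 3 samples per group, these correlations cannot decide whether the numbers pair the samples. With the replicate block 6053 genes were higher and 6080 lower, 2673 and 2869 by 2-fold or more. In that fit Slc7a5 was at -0.18 with a smaller edgeR adjusted p, 0.00242 against 0.0404 without the block. Mapk13 was at 0.12, the one-carbon median at 0.25, and 8 and 4 lists were called. Camera with an estimated correlation called 1 list higher and 0 lower, and fry, which does not compare a list with other genes, 17 and 13. All 12 called lists were called in the same direction without each sample, under each scaling of the list results and with a mean of 1 CPM or more, and fgsea called 11 of them, all but Th2. The one-carbon list (median 0.24) was called higher by fry and by fgsea, and its median ranged from 0.12 to 0.38 without single samples. Of 1610 values of 124 single genes under those alternatives 1581 kept direction and call, 12 lost a call, 5 gained one and 12 changed sign. Il6st changed sign under RLE (0.0018), DESeq2 (0.0075) and no filter (0.0061). Values without single samples spanned 0 for Tyrobp (-0.045 to 0.33), Mthfd2 (-0.035 to 0.0095), Id3 (-0.14 to 0.045), Il6st (-0.070 to 0.090), Npm1 (-0.090 to 0.021) and Plin2 (-0.058 to 0.018), none of them called. Under the T cell marker scaling these genes turned positive: Tcf7 0.40, Lef1 0.088, Cd8b1 0.052, Itga2b 0.11, Ddx3y 0.30, Eif2s3y 0.0052, Slc3a2 1.08, Ebf1 0.67, Spib 1.19, Mthfd2 1.40, Mtfmt 1.36, Aldh1l2 1.36, Id3 1.36, Il6st 1.42, Npm1 1.39, Cars 0.98, Dars 0.74, Qars 1.28, Sars 0.63, Plin2 1.40, Slc38a2 0.87, COX1 0.49 and Slc3a1 0.31. In the simulation, which left 15070 of 15270 genes unchanged, changes of 1.2-fold were mostly missed (6% recovered). In the real comparison 76.4% of genes were called, so its adjusted threshold was looser. Some smaller changes were called there, such as Spib (-0.25 to -0.19 without single samples), so 1.2-fold was not a limit of these data.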

Other observations

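Genes of plasma cells and of the response to low oxygen stood apart in lists written after part of their values had been seen. All 16 genes of plasma cells and plasmablasts rose in cko, with a median of 2.60. Among them Mzb1 went from 161 to 924 CPM, Prdm1, the regulator of antibody-secreting cells, from 41.4 to 168 CPM, and Irf4 rose by 0.38. Irf4 is also a member of the T cell activation list and was at 707 CPM in Ctrl, so not all 16 genes are particular to plasma cells. Of 31 hypoxia-inducible genes 29 fell, with a median of -2.65, Cited2 rose by 1.11 and Plin2 (-0.02) was not called. P4ha2 fell by 5.23, Adm by 4.74 and Bnip3 by 3.16. Of 13 mitochondrially encoded genes 9 rose, with a median of 0.75, and COX1 alone was called lower (-0.93), while mitochondrially encoded genes took a similar share of all counts in both groups, 1.58% to 1.85% in Ctrl and 1.70% to 1.82% in cko.

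Single T cell genes outside the called lists moved far, and were named after their values were seen. The regulatory T cell factor gene Foxp3 rose from 7.69 to 71.7 CPM while Ctla4 fell by 3.35. Il2, the growth factor of activated T cells, rose from 1.02 to 28.4 CPM and the chemokine gene Ccl3 from 0.97 to 21.1 CPM, and Gzmb, a cytotoxic protease, fell from 1026 to 84.4 CPM.

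Of the remaining cell type lists, macrophage genes counted 11 higher and 3 lower of 16 (median 0.78, camera adjusted p = 0.151), at low levels for Lyz2 (1.12 to 7.64 CPM) and C1qb (0.24 to 2.54 CPM), with Ctss at 0.75 and Cd68 at -1.75. Neutrophil genes counted 2 and 2 of 5 (median 0.68, mean -0.07, camera adjusted p = 0.907), with Ly6g at -6.94 and Cxcr2 at -3.23. Ly6g had 3 counts in cko replicate 3 and none in the other cko libraries, and ranged from -9.90 to -6.41 without single samples. Erythroid genes counted 5 and 2 of 8 (median 1.26, camera adjusted p = 0.598), with Epor at -4.73 and Car2 at 1.42. Too small to test were CD8 T cells (Cd8a -1.91, Cd8b1 -1.37), NK cells (Fcer1g 0.82, Tyrobp 0.20 without a call), platelets (Itgb3 -2.36, Itga2b -1.31) and stromal cells (Pecam1 -2.35, Col1a1 -3.13). Of 15 stress genes 4 rose and 10 fell. Pathway lists without a call were glycine, serine and threonine (adjusted p = 0.277), alanine, aspartate and glutamate (0.790), arginine and proline (0.727; median 0.42, mean -0.19), lysine degradation (0.658), phenylalanine (0.727), amino acid transporters (0.204), the amino acid response (0.636), cholesterol (0.474), interferon (0.846), p53 (0.727), histone methylation (0.858) and p38 (0.300). Ribosomal protein genes took 9.62% to 13.1% of counts in Ctrl and 8.05% to 10.6% in cko.

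The study describes the one-carbon list and proliferation as lower in its Slc7a5 knockout cells. Here the one-carbon list had a median of 0.24 and was not called by camera (adjusted p = 0.300), but fgsea, a test of the kind the study used, called it higher (adjusted p = 0.00223), as did fry (adjusted p = 3.24e-06), so the call depends on the test and no test called a fall. The S phase list had a median of 2.17, but proliferation itself was not measured here and B lineage genes rose in the same libraries. Mat2a rose by 1.92, the direction the study describes for its protein. Of stemness, which the study describes as lower, 16 of 21 listed genes fell, among them Tcf7 (-1.02), Lef1 (-1.33) and Klf2 (-1.82), and 3 rose. Relative to the pan T cell markers Tcf7 stood at 0.40, while Klf2 stayed lower. Slamf6, whose product Ly108 the study uses as a marker of stem-like cells, rose by 3.01. B lineage genes rose in the same libraries, so these values do not show in which cells Slamf6 rose. The study describes an RNA-seq of Slc7a5 knockout and control CD4 T cells with the same stimulation and number of samples, but the gene deleted in the libraries labelled cko is not given, so it is not known whether these are the same libraries.

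All tests of the patterns below and their bounds were set after the values had been seen, and only the counts of sample splits were planned before. The first pattern is that T cell genes were lower and B lineage genes higher in cko. A lower share of T cell RNA with the other cell types kept in proportion would raise the markers of all other types alike. The 54 called markers of 8 other types, 40 higher and 14 lower, scattered with an SD of 2.52 (2.30 without Ly6g, the furthest) against 0.45 for the pan T cell markers. This argues against that form as the whole cause, although many of these markers are at low levels and activated T cells express some. A lower share with RNA of a single lineage in its place would not raise all types alike, so the scatter does not bear on it. In a narrower form, 16 of 22 called B lineage and dendritic markers lay within 1 log2 unit of their median. More B cells that are themselves unchanged would raise B cell genes alike, and these scattered with an SD of 1.91, with 2 of them lower, but without Jchain the SD was 0.85, which does not decide it. More B cells, B cells on the way to plasma cells and T cells that changed stay open as candidate sources, although the bead separation for CD4 would be expected to remove most B cells. The falls of Tcf7, Lef1 and Klf2 lay within the range of the pan T cell markers in 3 of 3 cases, so for these a lower T cell share may suffice, but only 9 of 21 stemness genes did, with 4 below and 8 above.

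The second pattern is Xist beside Y-linked transcripts in cko. A mix of female and male cells in each cko library and male cells in Ctrl may explain it, since the Y-linked genes stood at 26.5% to 45.8% of their Ctrl level (median 35.3%). The Y-linked log2 fold changes (-1.92 to -1.12) were of similar size to the pan T cell marker median of -1.42. Whether this and the first pattern share a source was not tested. A single mislabelled library is argued against, since the 3 cko libraries differed by at most 1.06-fold in Xist and in the sum of Y-linked genes. Whether the sex of the donors accounts for the other changes cannot be told apart from the group, since 0 libraries had the sex-linked profile of the other group. The bead separation for CD4 would not remove cells of one sex.

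The third pattern is that glycolysis and hypoxia-inducible genes were lower in cko. The glycolysis median of -1.26 lay within the range of the pan T cell markers (-1.87 to -0.49), as did 12 of its 22 genes, but 8 lay below it and 2 above, and the called genes scattered with an SD of 1.33 (1.11 without Slc2a3) against 0.45 for the pan T cell markers. This argues against a lower T cell share as the whole cause, though it may add to the falls. Of the 11 hypoxia-inducible genes whose values had not been seen when the list was written, 7 lay below that range, with a median of -2.27 and an SD of 1.55 (1.17 without Cited2), which argues against it as the whole cause for these genes as well. Less oxygen or a denser culture in Ctrl is a candidate explanation, since 10 of these 11 genes fell. One seeding density is described for all cells of the series, which does not tell how dense the cultures were at harvest, so this and a biological effect of the knockout stay open and untested.

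The 10 splits of 6 samples are too few for a share under 0.05. Every other split mixed Ctrl and cko libraries, so the group difference widened the spread within each side. With so large a difference, 0 called genes in those splits were to be expected and say nothing about chance. Those splits also kept part of the group difference, so their list values are not free of it. The real split gave 5831 higher and 5837 lower genes, 2669 and 2879 by 2-fold or more, and the highest other split 0 by edgeR in each, so 1 of 10 splits gave as many. For lists it gave 8 higher and 4 lower, against 7 in the highest other split, and 9 of 10 splits reached 4 lists in a direction. For the one-carbon median it gave 0.24, against 0.20.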
